A study of Drosophila melanogaster with 24 samples. Its data were reported in "Characterization of a metazoan ADA acetyltransferase complex" (2019).

How the data were processed

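ChIP-seq peak lists of 14 libraries were analysed, from embryos aged 1 to 3 h, as listed with 10 total chromatin libraries among the 24 samples of the series. The group and number of every library were taken from its label. Per the study's methods, the authors aligned single reads to the dm3 genome with bowtie, keeping reads with few alignments and reporting one of them, and called peaks with MACS2 at default settings. These methods name Ada2b, Spt3 and Sgf11, and the same steps were assumed for Non-stop and Pol II. Neither the methods nor the labels name the control for peak calling. Total chromatin of the same library number was assumed, which makes the control shared between Ada2b and Spt3 libraries of one number and between Sgf11 and Non-stop 1924_2. Each list belongs to 1 library. Versions of these tools were not stated. Reads that fit a small number of places were kept, so repeated sequence can carry peaks.

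The deposited lists hold for each peak its position, a score, a fold enrichment and 2 values on the −log10 scale. The deposited score is a whole number made by MACS2 from the q-value. The authors' fold enrichment is a ratio of ChIP to the background of MACS2 at the summit of the peak. The deposited −log10 p and −log10 q values are those of MACS2, and the lowest −log10 q of a list was between 2.01 and 2.29, so peaks below such a limit were absent. These values belong to single peaks and were used to describe, rank or filter peaks within a list. No list held reads, so depth and enrichment at sites without a peak could not be compared, and the number of peaks in a list moves with unknown depth. Weak binding below the limit of the caller counts as absent. The lists gave no overlapping or repeated peaks, and no pair of lists was identical, so every library was counted as 1 replicate.

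Peaks were kept as called, on all chromosomes, and 1 bp of overlap counted as shared. The rule for reproducible peaks was that of the study's methods: a peak had to appear in 3 or more of the Ada2b libraries, and in 2 or more of those of Spt3 and of Sgf11, and kept peaks that overlapped were joined into reference sites. A site has Pol II or Non-stop when both libraries have a peak there. Interval operations were written in Python 3.11.15 with NumPy 2.4.6, tests used SciPy 1.17.1, and figures matplotlib 3.10.9. The interval operations gave the same results as bedtools 2.31.1. They were also tested on simulated peak lists with 3200 planted sites. Of these, 95.5% of 200 Ada2b-only, 88.5% of 1000 canonical and 97.2% of 2000 Sgf11-only sites were recovered. Every simulated library detected well-spaced planted sites at the same fixed high rate, whatever the factor. These shares therefore test the code, and not how reliably real sites were classed.

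The overlap that chance gives was estimated from 1000 circular shifts of peaks along each chromosome. Peak numbers were compared by exact two-sided permutation of the difference in mean log2 number, and the overlap of libraries by 100000 relabellings of all 14 libraries, one-sided. Score percentiles were compared by an exact sign-flip permutation over the 4 Ada2b libraries. Shares of sites were compared by Fisher's exact test, with 95% Wilson intervals, and the spacing of sites by 10000 draws of canonical sites. These designs, the alternatives not named as later choices and the rule for named sites were fixed before the data were examined. The seed of the random draws was changed once after a first run, and the split counts moved with it while each stayed on its side of 5%. The criteria of 4 tests of explanations (peaks called in too few libraries, the number of Sgf11 peaks, the number of Non-stop peaks and sites called in set 1530 alone) were changed after results were seen. For the numbers of Sgf11 and Non-stop peaks, the criteria first set would have excluded the explanation that is left open here. For peaks called in too few libraries, the criterion first set would have left the explanation open. For set 1530 alone, the first test used sites chosen partly by their peaks in set 1760, and was replaced by sites defined without that set. Named sites were the 5 Ada2b-only and 3 canonical sites with the highest mean percentile of Ada2b score over the Ada2b libraries, and the 3 Sgf11-only sites with the highest mean percentile of Sgf11 score, all on 2L, 2R, 3L, 3R, 4 or X. Coordinates are 1-based in dm3.

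Ada2b and Spt3 share the library numbers 1530_1, 1530_2 and 1760_2, each with 1 total chromatin library of that number. Deviations of site percentiles from the mean of the factor correlated across 5890 sites at 0.176, 0.315 and 0.422 for libraries of the same number, and between -0.379 and 0.129 for the others, so the numbers were taken to pair the libraries. Sites are not independent replicates. Within set 1530, Ada2b and Spt3 libraries of one number had a mean Jaccard index of 0.367 (2 pairs) and those of different numbers 0.322 (4 pairs). What a shared control alone would give could not be simulated from peak lists.

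Alternatives covered the overlap that counts as shared, the rule for reproducible and for absent peaks, stronger peaks alone, equal numbers of peaks, the main arms alone, a fixed width of 200 bp, pairing by number, single library sets and leaving out each library. Gene and tRNA positions in dm3 were not used here, so distances to genes were not computed. No column of the lists was left without a sample.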

Results

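Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was used to map subunits of the SAGA coactivator complex and RNA polymerase II (Pol II) in Drosophila melanogaster embryos aged 1 to 3 h. SAGA is assembled from modules, and each antibody stood for one of them. Ada2b represented the histone acetyltransferase module, Spt3 the SPT module, and Sgf11 and Non-stop the deubiquitinase module, which removes ubiquitin from histones. The peak lists came from 14 ChIP libraries, 4 of Ada2b, 3 of Spt3, 3 of Sgf11, 2 of Non-stop and 2 of Pol II. The 10 total chromatin libraries were not analysed here on their own. Each library carried a number such as 1530_1, whose first part names a library set. Sets 1530 and 1760 held both Ada2b and Spt3, set 1924 held both Sgf11 and Non-stop, and sets 1377, 1188 and 1632 held a single factor each. The lists contain peaks and no read counts, so the sequencing depth of a library is unknown, and the number of peaks and the bases they cover are the only measures of how much was called.

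The Ada2b libraries 1530_1, 1530_2, 1530_3 and 1760_2 had 3262, 1878, 1563 and 5446 peaks, a mean of 3037 ± 1767 (SD, n = 4). The Spt3 libraries 1530_1, 1530_2 and 1760_2 had 2025, 2328 and 6311 peaks, a mean of 3555 ± 2392 (SD, n = 3). Sgf11 gave 4972, 6787 and 5873 peaks in libraries 1377_1, 1377_2 and 1924_2, a mean of 5877 ± 908 (SD, n = 3). Non-stop gave 8558 and 12073 peaks, and Pol II gave 11440 and 10569. Peaks covered a mean of 1.33 ± 0.82 Mb per Ada2b library (SD, n = 4), 1.65 ± 1.16 Mb for Spt3 (SD, n = 3) and 2.89 ± 0.88 Mb for Sgf11 (SD, n = 3), against 5.35 ± 1.20 Mb for Non-stop (SD, n = 2) and 14.3 ± 4.47 Mb for Pol II (SD, n = 2). By Dixon's criterion, no Ada2b library stood apart from the other Ada2b libraries in peak number, covered bases, median width, median fold enrichment or share of peaks off the main chromosome arms.

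**Figure D1:**
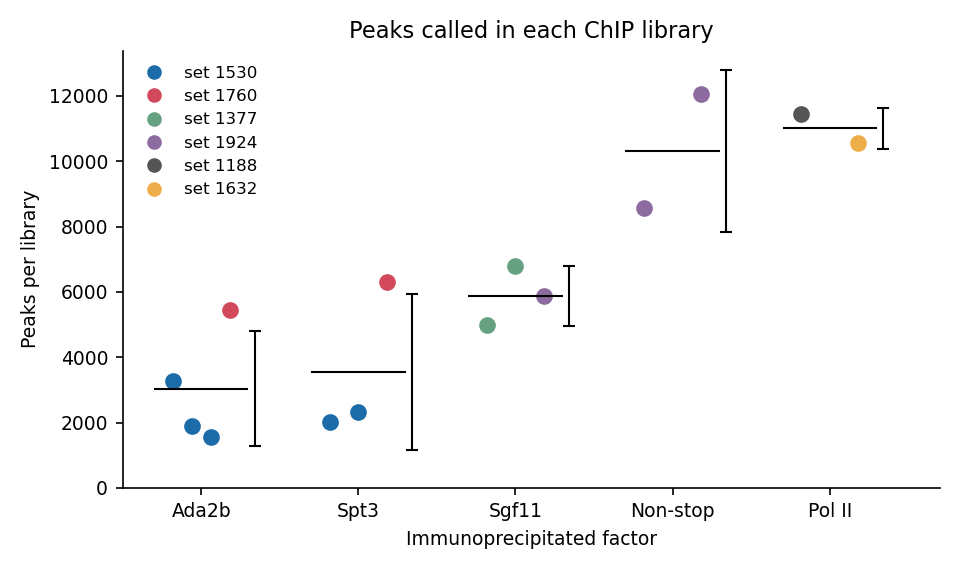
Number of peaks in each ChIP library (y axis) by immunoprecipitated factor (x axis), coloured by library set; horizontal lines are means and the bars beside them are 1 SD. The single set 1760 library of Ada2b (5446 peaks) and of Spt3 (6311 peaks) lies above every set 1530 library of the same factor.

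Whether the factors differed in the number of peaks was tested on the log2 scale by exact two-sided permutation of libraries between factors. Ada2b and Spt3 did not differ beyond the spread between libraries (log2 difference of -0.21, exact p = 0.714). Without the Spt3 library 1760_2 this difference changed sign, to 0.31 (exact permutation p = 0.733). Within set 1530 the difference was -0.03 (exact permutation p = 1), where 3 libraries against 2 cannot go below 0.1, and in set 1760, with 1 library of each factor, it was -0.21. Ada2b libraries had fewer peaks than Sgf11 libraries, with a log2 difference of -1.12, which did not pass 0.05 (exact permutation p = 0.0857). Spt3 libraries also had fewer peaks than Sgf11 libraries, with a log2 difference of -0.91 (exact permutation p = 0.3), in a comparison that cannot go below 0.1. After Benjamini-Hochberg adjustment over the 8 tests made here, the permutation p-values were 0.714, 0.137 and 0.4. No set held Ada2b or Spt3 together with Sgf11, so in the comparisons with Sgf11 the library set and the factor cannot be told apart. Of the alternatives, counting peaks at or above the median score of both factors moved these comparisons most, taking the difference between Spt3 and Sgf11 to -1.94 (exact permutation p = 0.1).

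The overlap of peak lists was measured by the Jaccard index, the base pairs shared by 2 libraries over the base pairs covered by either. Among the 91 pairs of libraries, the 14 pairs of one factor had a mean index of 0.437 ± 0.151 (SD), and the 77 pairs of different factors had 0.230 ± 0.134 (SD). The difference of 0.207 was larger than under relabelled libraries (one-sided permutation p = 9e-05, adjusted 0.0002). Without pairs of the same library set it was 0.169 (permutation p = 0.00114), and over pairs of the same set alone it was 0.151 (permutation p = 0.03374). The measure moved most when overlap was taken as the share of peaks of the smaller list, where the difference was 0.0973 (permutation p = 0.00028). Individual factors differed widely. The mean index was 0.560 ± 0.079 (SD, 3 pairs) within Sgf11, 0.401 ± 0.155 (SD, 6 pairs) within Ada2b and 0.294 ± 0.080 (SD, 3 pairs) within Spt3. Between Ada2b and Spt3 libraries it was 0.315 ± 0.101 (SD, 12 pairs), so Spt3 libraries overlapped each other no more than they overlapped Ada2b libraries. With 1563 peaks in every library, the number in the smallest list, the mean within Spt3 was 0.366 and that between Ada2b and Spt3 was 0.289.

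**Figure D2:**
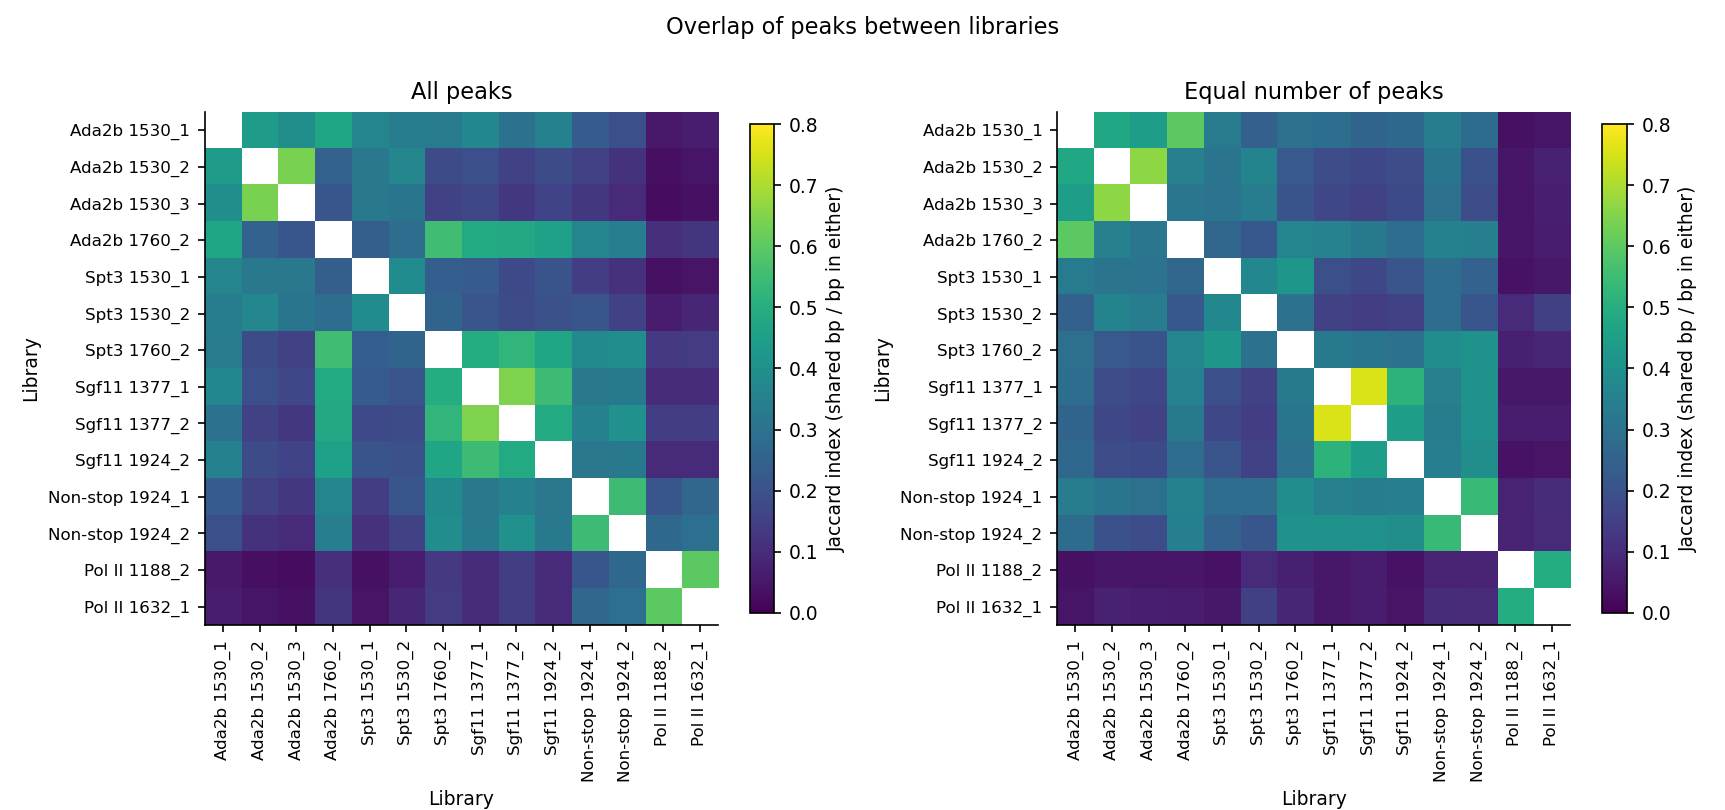
Jaccard index of every pair of the 14 ChIP libraries (both axes list the libraries; colour gives base pairs shared over base pairs in either), for all peaks on the left and for the 1563 strongest peaks of each library on the right. With all peaks the Ada2b library 1760_2 overlaps the Spt3 library 1760_2 (0.555) more than any Ada2b library of set 1530; with equal numbers it overlaps Ada2b 1530_1 most (0.599).

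To ask where the modules bind together and apart, a peak counted as reproducible when 3 or more Ada2b libraries had it, and for Spt3 and for Sgf11 when 2 or more did. There were 1675 reproducible Ada2b peaks, 2437 Spt3 peaks and 5493 Sgf11 peaks, and joining those that overlapped gave 5890 reference sites. All 3 factors had a peak at 1071 sites, called canonical SAGA sites. With Spt3 and Sgf11 peaks shifted along the chromosomes, 6.05 ± 2.18 such sites were found (SD, 1000 shifts). Ada2b alone had a peak at 115 sites, Sgf11 alone at 3027 and Spt3 alone at 294. Ada2b and Sgf11 shared 365 sites without Spt3, Spt3 and Sgf11 shared 963 without Ada2b, and Ada2b and Spt3 shared 55 without Sgf11. The shifts left 1531 ± 11.9 Ada2b-only and 5247 ± 15.4 Sgf11-only sites (SD, 1000 shifts), so both classes were smaller than chance placement gives. The number of Ada2b-only sites depended on the rule for a reproducible peak. Requiring 2 libraries of each factor gave 267 Ada2b-only, 1649 canonical and 2382 Sgf11-only sites. Leaving out Ada2b 1530_2 gave 218 Ada2b-only and 1634 canonical sites and leaving out Ada2b 1530_3 gave 232 and 1642. Counting a factor as absent only where none of its libraries had a peak moved the canonical sites most, to 3853. Of the 115 Ada2b-only sites, 51 overlapped a peak of some Spt3 or Sgf11 library that was not reproducible.

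**Figure D3:**
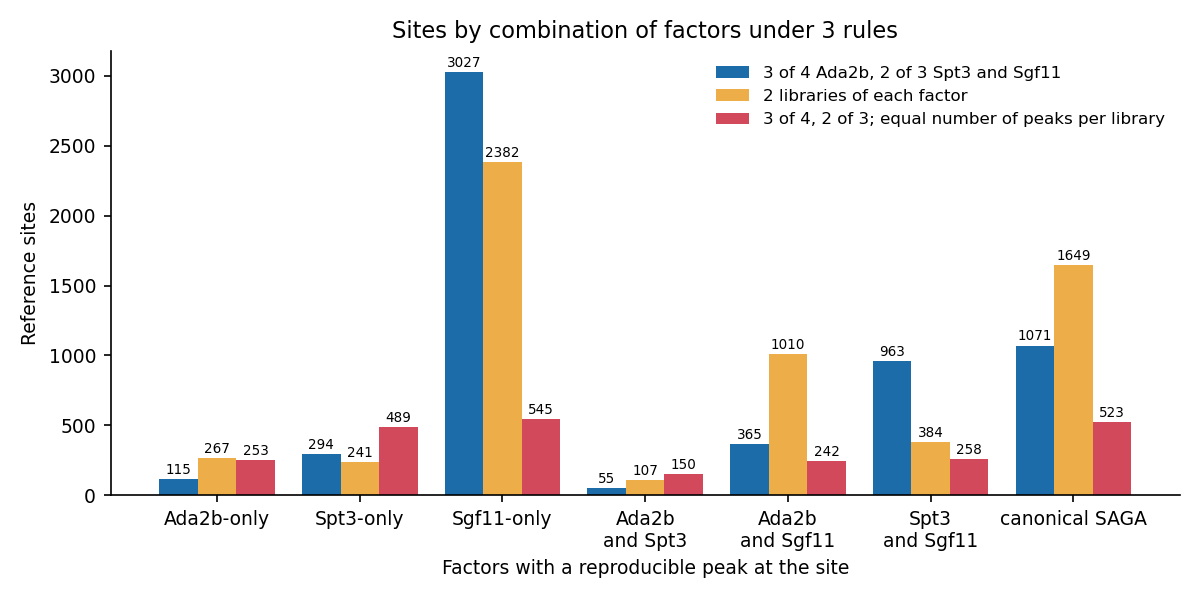
Number of reference sites (y axis) by the factors with a reproducible peak at the site (x axis), under 3 rules: 3 of 4 Ada2b and 2 of 3 Spt3 and Sgf11 libraries, 2 libraries of each factor, and the first rule with 1563 peaks in each library. Ada2b-only sites number 115, 267 and 253 under these rules, and Sgf11-only sites 3027, 2382 and 545.

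Ada2b was also compared with Spt3 alone. Of the 1675 reproducible Ada2b peaks, 492 (29.4%, 95% Wilson interval 27.2 to 31.6%) did not overlap a reproducible Spt3 peak, against 97.1 ± 0.400% (SD, 1000 shifts) with shifted Spt3 peaks. The interval covers counting error only. In libraries of the same number, taken one to one, 52.6% (1530_1), 35.1% (1530_2) and 16.8% (1760_2) of Ada2b peaks had no Spt3 peak, a mean of 34.8 ± 17.9% (SD, n = 3). Within set 1530, where 2 of 3 Ada2b libraries and both Spt3 libraries had to have a peak, the share was 46.8%. Without the Spt3 library 1760_2 it was 45.7%, with both remaining Spt3 libraries required. Leaving out Spt3 1530_1 or 1530_2 in the same way gave 38.3 and 41.4%. This stricter rule for Spt3 raises the share by construction. With the 1563 strongest peaks of each library, the 12 pairs of an Ada2b and a Spt3 library ranged from 42.3 to 54.1%.

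The strength of Ada2b peaks at the classes was compared through the deposited peak score, ranked within each library. In libraries 1530_1 and 1760_2 the median Ada2b peak at Ada2b-only sites ranked below that at canonical sites, at percentiles 49.0 against 77.9 and 44.3 against 86.6. In libraries 1530_2 and 1530_3 it ranked above, at 75.0 against 61.0 and 72.7 against 59.5. The mean difference was -11.0 ± 28.9 percentile points (SD, n = 4; exact two-sided sign-flip permutation p = 0.5), in a test that cannot go below 0.125. The libraries therefore disagreed in direction within set 1530, and set 1760 held a single library. With classes from the same number of peaks in each library, the difference was -25.7 ± 8.06 points (SD, n = 4; exact sign-flip permutation p = 0.125) and lower in all 4.

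The 5 Ada2b-only sites with the highest mean Ada2b percentile lay, in dm3 coordinates, at 2R 12106548 to 12107834, 2R 7539660 to 7540406, 2R 15616210 to 15617090, 3R 15616492 to 15616888 and 3L 8058445 to 8059364. Their mean percentiles were 87.8, 86.2, 84.9, 84.6 and 84.5, and all 4 Ada2b libraries had a peak at each. The mean fold enrichment of the Ada2b peak, as the authors' peak caller gave it, was between 4.91 and 5.57 at these sites. In this order, 1 Sgf11 library had a peak at sites 1, 2 and 5, and 1 Spt3 library at site 2. Both Non-stop libraries had a peak at all 5, and both Pol II libraries at site 2 alone. The 3 strongest canonical sites lay at 3L 14104332 to 14105115, X 12552502 to 12553698 and 4 88900 to 90408, with mean fold enrichments of 11.6 ± 0.58, 12.5 ± 0.39 and 10.9 ± 0.52 (SD, n = 4). The 3 strongest Sgf11-only sites lay at X 11515338 to 11516337, X 16492390 to 16493637 and X 14474274 to 14474926, with Sgf11 fold enrichments of 17.8 ± 5.72, 16.8 ± 4.67 and 17.2 ± 5.25 (SD, n = 3). Each of these 3 sites also had a peak in 1 Spt3 library and in 1 or 2 Ada2b libraries, and none of them was Sgf11-only when a peak of any library counted. The genes at these positions were not analysed here.

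Pol II was then compared between the classes. A Pol II peak in both libraries overlapped 33 of 115 Ada2b-only sites (28.7%, 95% Wilson interval 21.2 to 37.5%) and 835 of 1071 canonical sites (77.96%, 75.4 to 80.3%). The difference of -49.3 percentage points was tested over sites, which are not replicates (Fisher's exact test, two-sided, p = 6.09e-26, adjusted 4.87e-25). Each Pol II library alone gave a similar difference, -50.3 points with 1188_2 and -49.5 points with 1632_1. Peaks of both Pol II libraries shifted together overlapped 12.3 ± 3.60% of Ada2b-only and 14.7 ± 1.14% of canonical sites (SD, 1000 shifts). The difference was smallest, -11.9 points, when the classes came from the same number of peaks in each library (Fisher's exact p = 0.00118). Sgf11-only sites had Pol II at 59.7%. The shares themselves depended on the rule for the classes. With classes of equal peak numbers they were 58.5% at Ada2b-only, 70.4% at canonical and 82.0% at Sgf11-only sites. With a factor absent only where none of its libraries had a peak, they were 15.6%, 76.3% and 31.7%.

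Non-stop and Sgf11 belong to the same module, and Non-stop peaks were counted at the classes in the same way. Both Non-stop libraries had a peak at 104 of 115 Ada2b-only sites (90.4%, 95% Wilson interval 83.7 to 94.6%), at 1935 of 3027 Sgf11-only sites (63.9%, 62.2 to 65.6%) and at 1053 of 1071 canonical sites (98.3%, 97.4 to 98.9%). Shifted Non-stop peaks overlapped 6.21 ± 2.52% of Ada2b-only and 5.84 ± 0.43% of Sgf11-only sites (SD, 1000 shifts). Sgf11-only sites had Non-stop less often than Ada2b-only sites, by -26.5 percentage points (Fisher's exact test over sites, two-sided, p = 2.14e-10, adjusted 8.56e-10). This difference rested on library 1924_1, which alone gave -27.0 points, whereas 1924_2 alone gave -2.80 points. It changed sign, to 11.8 points, when the classes came from the same number of peaks in each library (Fisher's exact p = 6.72e-10). Sgf11 1924_2 and Non-stop 1924_2 share a total chromatin number.

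**Figure D4:**
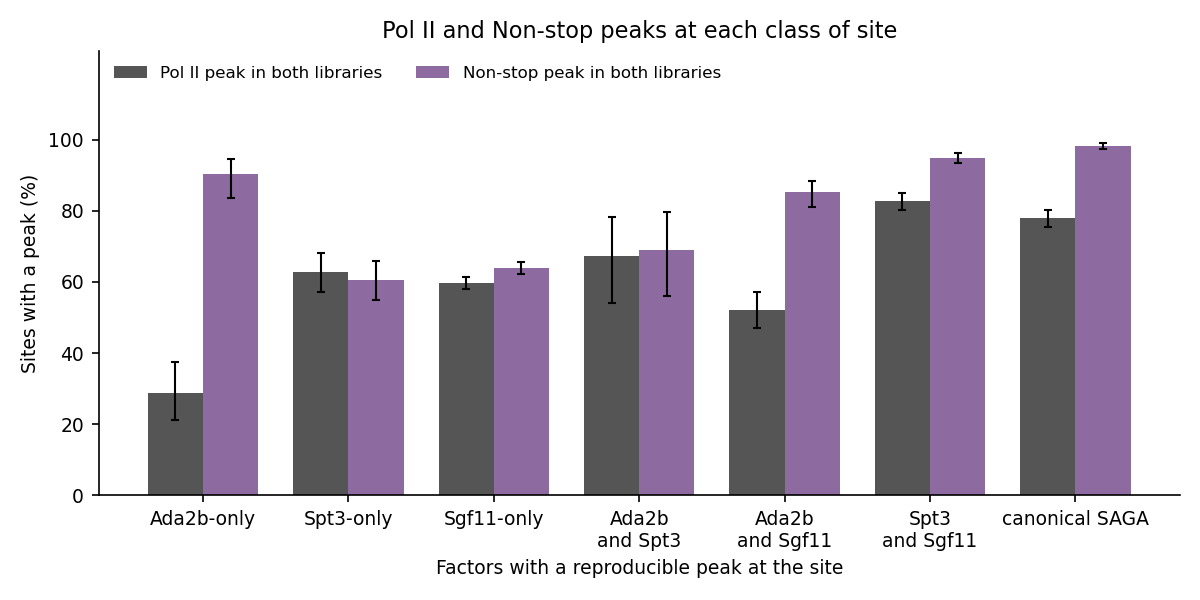
Percentage of sites with a peak in both Pol II libraries and in both Non-stop libraries (y axis) for each class of reference site (x axis); error bars are 95% Wilson intervals over sites. Ada2b-only sites have Pol II at 28.7% and Non-stop at 90.4%, against 77.96% and 98.3% at canonical sites.

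Finally, the spacing of Ada2b-only sites was examined. Another Ada2b-only site lay within 5 kb of 44 of the 115 sites (38.3%). Equally many canonical sites, drawn 10000 times, had such a neighbour in 1.70% on average and in 12.2% at most (one-sided resampling p = 0.0001, the smallest the draws can give, adjusted 0.0002). The share was 13.9% within 1 kb and 53.0% within 20 kb, and it was lowest for 5 kb, 19.0%, when the classes came from the same number of peaks in each library (resampling p = 0.0001).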

Values the study reported

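The study reported 1650 canonical SAGA sites and 2382 sites unique to Sgf11. It counted 267 Ada2b-only sites. It stated that 42% of Ada2b peaks lacked Spt3.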

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

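Rules for the classes that used equal peak numbers or 2 libraries per factor in the comparisons of score, Pol II, Non-stop and spacing, and site counts from set 1530 alone, were chosen after the data were seen. In all, 168 alternative values of 12 results were computed. Of these, 128 stayed on their side of the threshold or within 1.5 times the count or inside the interval, 33 moved further, 2 became weaker and 5 changed direction. For peak numbers and score percentiles, many alternatives left too few libraries for a p-value below 0.05, so they could not cross the threshold.

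Of the site counts, a peak in every library gave 627 canonical sites and 41.8% of Ada2b peaks without Spt3. At least 2 libraries per factor gave 1649 canonical and 267 Ada2b-only sites and 41.3%. Counting a factor as absent only without any peak gave 3853 canonical, 64 Ada2b-only and 647 Sgf11-only sites and 7.70%. The upper 50% of peaks by score gave 443 canonical and 1712 Sgf11-only sites and 43.6%. With 1563 peaks per library there were 523 canonical, 253 Ada2b-only and 545 Sgf11-only sites and 42.5%. Peaks of 200 bp gave 187 Ada2b-only sites and 37.1%. Set 1530 alone for Ada2b and Spt3, with 2 of 3 Ada2b and both Spt3 libraries required, gave 190 Ada2b-only sites and 46.8%. Stricter or looser rules change these counts by construction; the cause of the other changes was not tested.

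Across the 10 sets that each left out one library, canonical sites ranged from 834 to 1642, Ada2b-only sites from 132 to 232, Sgf11-only sites from 2011 (without Sgf11 1377_2) to 3606, and the share of Ada2b peaks without Spt3 from 29.4 to 45.7% (without Spt3 1760_2). Leaving out Ada2b 1530_2 gave 1634 canonical and 218 Ada2b-only sites, and leaving out Ada2b 1530_3 gave 1642 and 232. In these fits 2 of 3 Ada2b libraries were enough. Without a Spt3 or Sgf11 library, both remaining libraries of that factor had to have the peak. That stricter rule removes peaks of the factor by construction, so these shifts cannot be credited to the library left out.

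The replicate block, pairing Ada2b and Spt3 libraries of one number, gave 34.8% of Ada2b peaks without Spt3 and a log2 difference in peak number of 0.0551 (exact sign-flip permutation p = 1), against -0.21 without pairs. The block was applied to these results alone, and 3 pairs cannot go below 0.25. Leaving out 1 library, this difference ranged from -0.55 to 0.31, with the highest value without Spt3 1760_2. Without Ada2b 1530_3 it was also 0.0551. The pairs lack that library as well, so the change of sign under pairing came from its absence and not from the pairing. The difference in peak number passed 0.05 under no alternative, but alternatives with a library left out, set 1530 alone or pairs could not go below 0.05. The cause of the other changes was not tested.

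The score percentile difference turned to 2.79 points (exact permutation p = 1) when a factor was absent only without any peak, and was -25.7 points with equal peak numbers (exact permutation p = 0.125), lower in all 4 libraries, in a test that no alternative could bring below 0.125. The Pol II difference was -50.3 and -49.5 points with 1 library left and kept its direction and side of the threshold under every alternative with a test. The Non-stop difference was -3.32 points with a peak in either library (Fisher's exact p = 0.277) and -4.05 points with 2 libraries per factor (p = 0.21), and it turned to 11.8 points with equal peak numbers. With the upper 50% of peaks of each Non-stop library it was -39.5 points (Fisher's exact p = 3.83e-17). It was -2.80 points without Non-stop 1924_1 and -27.0 points without Non-stop 1924_2. The cause was not tested. The overlap within factors and the spacing of Ada2b-only sites kept direction and threshold under every alternative tried.

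The counts from random splits depend on the draw. The 5 named Ada2b-only sites stayed in their class under 19 of 20 settings, and 2 of the 5 did when a peak of any library counted. The 3 named canonical sites stayed under all 20 settings. Of the 3 named Sgf11-only sites, 1 stayed with at least 2 libraries per factor, without Ada2b 1530_2 and without Ada2b 1530_3, and 0 when a peak of any library counted. Distances to tRNA genes and transcription start sites were not run. Since depth is unknown, a missing peak cannot be told from a library too shallow to call it. From reads, the paper reported very low enrichment scores of Spt3 and Sgf11 at its own Ada2b-only sites, which peak lists cannot check.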

Other observations

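Chosen only after the results were seen were the tests of relabelled sets, of Spt3 or Sgf11 peaks in too few libraries (for all and for part of the Ada2b-only sites), of Ada2b peaks library by library, of the number of Sgf11 peaks against counting error, of the number of Non-stop peaks, of sites defined in set 1530 looked up in set 1760, and of score, Pol II and Non-stop with classes of equal peak numbers.

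The Ada2b-only sites numbered 115 here. That is lower than the value quoted from the study above. The canonical SAGA sites numbered 1071 here. That is lower than the value quoted from the study above. The Sgf11-only sites numbered 3027 here. That is higher than the value quoted from the study above. The share of Ada2b peaks without Spt3 was 29.4% here. That is lower than the value quoted from the study above. With at least 2 libraries of each factor, the files gave 267 Ada2b-only, 1649 canonical and 2382 Sgf11-only sites, and 42.1% of the reference sites with Ada2b had no Spt3. Under this rule the Ada2b-only and Sgf11-only counts equal the quoted values. The canonical count and the share lie closer to them than under the rule for Ada2b stated in the methods. The choice of rule may therefore account for the differences above.

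Several technical explanations of the 115 Ada2b-only sites were tested. Unplaced contigs, heterochromatin and the mitochondrial genome held 4.35% of them, against 3.45% of canonical sites, which argues against these as the source. The median Ada2b peak at these sites lay at percentiles 49.0, 75.0, 72.7 and 44.3 of libraries 1530_1, 1530_2, 1530_3 and 1760_2. The typical peak was thus not at the bottom of its list. However, the sites were chosen by a peak in 3 or more Ada2b libraries, which disfavours the weakest peaks beforehand. The ranks therefore cannot decide whether weak peaks near the threshold of the caller are the source. Whether the peaks are weaker than at canonical sites stays open. They ranked lower than there in libraries 1530_1 and 1760_2 and higher in 1530_2 and 1530_3, a mean difference of -11.0 percentile points. With classes of equal peak numbers the Ada2b peaks ranked lower in all 4 libraries, by -25.7 points on average (exact sign-flip permutation p = 0.125, the smallest this test can give). A factor missed in too few libraries cannot account for all sites, since 55.7% had no Spt3 or Sgf11 peak in any library. By the criterion first set, this explanation would have stayed open for all sites. It may account for the other 44.3%, a share above the 11.2% of shifted peaks and the highest shift of 20.9%. Sites called in set 1530 alone cannot account for all sites, since 100 of the 115 (87.0%) had an Ada2b peak in set 1760. Of the 115, 92 (80%) had an Ada2b peak and no Spt3 peak there. These sites were chosen partly by their peaks in set 1760, so how often such sites recur in another set stays open. Of the 190 Ada2b-only sites defined with Ada2b and Spt3 from set 1530, 50.0% (95% Wilson interval 43.0 to 57.0%) had an Ada2b peak and no Spt3 peak in set 1760, above the highest shift of 3.68%. A further 17.9% had both peaks there and 32.1% had no Ada2b peak, and set 1760 has 1 library of each factor. Every count of splits here includes the real one. The number of sites itself did not stand out among regrouped libraries. As many came from 49 of 100 splits of the 10 libraries into 4, 3 and 3, and from 20 of the 43 splits that parted every pair of one number. These splits mixed libraries of different factors and unequal peak numbers, and gave from 3 to 2095 sites. They therefore cannot tell what number Ada2b libraries would give without Ada2b-only binding. With equal peak numbers, 253 sites were found and 11 of 100 splits gave as many. Binding of Ada2b apart from SAGA stays open, as does an effect of unequal depth.

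The share of Ada2b peaks without Spt3 was matched or exceeded by 9 of the 35 splits of the 7 libraries into 4 and 3. In 6 of these 9 splits both set 1760 libraries, which have the most peaks, were in the group of 4. Of the 8 splits that parted every pair of one number, only the real one gave so large a share, but the next, with Spt3 1760_2 in place of Ada2b 1760_2, gave 27.6% against 29.4%, and 8 splits cannot go below 0.125. Library by library, Ada2b peaks were missing from a Spt3 library in 38.4% and from another Ada2b library in 32.1% on average, and 12 of 35 splits gave as large a difference. With 1563 peaks in every library the shares were 49.0% and 26.6%. This difference of 22.4 points was the largest of the 35 splits, which argues against peaks that differ between any libraries as the whole cause. The antibody is a candidate explanation alongside the factor, and neither was tested apart from the other.

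Overlap followed the library set as well as the factor. Ada2b and Spt3 libraries of one set had a mean Jaccard index of 0.368, and libraries of one of these factors in different sets had 0.286. Of the 12 ways to name 1 Ada2b and 1 Spt3 library as the other set, the real one alone (1 of 12) gave so large a difference, but with 12 relabelled sets the share cannot go below 0.05. With equal peak numbers the difference was -0.0749, so the larger number of peaks in set 1760 may account for its sign. The real naming still gave the highest value of the 12 (1 of 12) at equal peak numbers, so an effect of the set beyond peak number stays open. No biological explanation was tested, since sets are not groups of the study.

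Sgf11-only sites were as numerous in 3 of 100 splits of the 10 libraries, the real one included. Of the 43 that parted every pair of one number, only the real one (1 of 43) gave as many. With classes defined anew from equal peak numbers, there were 545 Sgf11-only, 489 Spt3-only and 253 Ada2b-only sites, and 10 of 100 splits gave as many Sgf11-only sites. The excess over Spt3-only sites is within counting error, so a higher number of called Sgf11 peaks and binding of Sgf11 apart from SAGA cannot be told apart. By the criterion first set, that this class stay the most numerous of the single factors, peak number would have been excluded as the whole cause. Canonical sites were as numerous in 97 of 100 splits, so the real groups shared fewer sites than most regrouped libraries, 1071 against a median of 1568. With equal peak numbers the real groups gave 523, the lowest count of the 100 splits.

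Narrower sites cannot account for the whole Pol II difference. The median width was 494 bp for Ada2b-only and 855 bp for canonical sites, and with every site cut to 200 bp the difference was still -39.4 points. It was -11.9 points with classes of equal peak numbers, so part of it may follow from peak numbers. Binding at genes that Pol II does not transcribe stays open as a hypothesis. The paper reported that many of the genes near its own Ada2b-only peaks were tRNA genes, which could not be checked here without gene positions.

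Non-stop peaks at sites without Sgf11 are worth a closer look, because both belong to one module. Of the 64 Ada2b-only sites without a Spt3 or Sgf11 peak in any library, 61 (95.3%) had Non-stop in both libraries, against 26.0% of the 647 Sgf11-only sites under this rule. With 1563 peaks in each Non-stop library, the shares at the main classes were 10.4% (Wilson interval 6.07 to 17.4%) and 5.88% (5.10 to 6.78%), a difference of 4.55 points that did not pass 0.05 (Fisher's exact p = 0.068). With the upper 50% of peaks of each Non-stop library, Sgf11-only sites had Non-stop less often by -39.5 points (Fisher's exact p = 3.83e-17), more than with all peaks, but this came from library 1924_1 (-42.1 points) and not from 1924_2 (-4.46 points, Fisher's exact p = 0.313). The libraries part here, so an effect of the larger number of Non-stop peaks cannot be told apart from a difference between the classes. By the criterion first set, that the share stay higher at Ada2b-only sites, peak number would have been excluded. With classes of equal peak numbers, Sgf11-only sites had Non-stop more often by 11.8 points, so unequal peak numbers behind the classes may explain the direction.

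Ada2b-only sites lay close together. Unplaced contigs do not explain it, since on the main arms 40.0% had a neighbour within 5 kb. Nor does an enriched stretch broken by gaps of at most 1 kb, since after joining such sites 27.1% of the 107 sites had a neighbour. In draws of canonical sites joined in the same way, 1.17% of sites had a neighbour on average and 9.35% at most (resampling p = 0.0001, the smallest the draws can give). Stretches broken by wider gaps were not tested and stay open, since the widest peak of Ada2b library 1530_2 covered 11879 bp. The 44 sites formed 21 groups, 19 of 2 sites and 2 of 3. Those of 3, chosen after their values were seen, lay at 2R 2052050 to 2057534 and 3R 13448157 to 13455010. Reads shared between near-identical neighbouring genes were not tested and stay open. Clustered target genes may be a biological explanation, as a hypothesis. The tRNA genes that the paper reported near many of its Ada2b-only peaks were not tested as such targets.

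The 55 sites shared by Ada2b and Spt3 without Sgf11 lay off the main arms in 27.3%, against 3.45% of canonical sites. The Pol II library 1632_1 had a peak at 54 of them and library 1188_2 at 38. No explanation of this was tested.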
